A study of Homo sapiens with 77 samples. Its data were reported in "Machine Learning Classifiers for Endometriosis Using Transcriptomics and Methylomics Data" (2019).

How the data were processed

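DNA methylation was measured by MBD-seq in 42 endometrial samples of the endometriosis group and 35 of the control group, with 1 library per sample. The authors checked reads with FastQC, trimmed them with Cutadapt and aligned them to hg38 with Bowtie2. They sorted the alignments and removed duplicates with Samtools and Picard. The deposited values are whole-number counts of unique reads per 1000-base window of the genome, made by the authors with the R package MEDIPS, with no scaling for depth. The versions of these tools were not given in the sources used here. The number of windows per chromosome was checked against the hg38 sequence, and windows were annotated with GENCODE v44.

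The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with scikit-learn 1.9.0, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6. Windows were tested when at least 35 samples, the size of the smaller group, had a count above 0. Libraries were scaled by TMM, with factors between 0.875 and 1.16. Endometriosis was compared with control by the likelihood ratio test of an edgeR GLM with tagwise dispersions, around a common dispersion of 0.0612. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was the threshold throughout. Levels are given as CPM, counts scaled to library size, after TMM scaling, as mean ± SD, and log2 fold changes as endometriosis minus control with their SE.

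For each gene, counts were summed over the windows that overlap its promoter, from 1000 bases before to 500 bases after the gene start. The remaining windows over the gene formed the gene body. Genes with low counts were removed by filterByExpr, and both kinds of sum were tested with edgeR's quasi-likelihood test. The reads carry no strand, so overlapping genes share their counts. A total of 17 gene lists (signalling pathways, imprinted genes, HOX clusters, hormone and decidualization genes, association loci and markers of cell types) were tested with camera at its preset correlation of 0.01 and with fry, which estimates the correlation.

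The CpG enrichment of a library is the mean count of autosomal windows with 20 to 49 CpG divided by that of windows with 0 to 2 CpG. Library measures and shares of counts per chromosome were compared by two-sided permutation tests with 100000 permutations, for which 1e-05 is the smallest p. Differences of effects between samples inside and outside a code series were tested with 10000 permutations, for which 0.0001 is the smallest p. Positions of called windows were compared with all tested windows by two-sided Fisher's exact tests, in which windows are treated as independent although neighbours are not. Decision trees with a minimum leaf of 2 samples were trained under leave-one-out cross-validation on log2 CPM. Their offset was smaller than the prior count of 2 used for camera and fry. These trees were built with scikit-learn, and the study's own tree program and Biosigner were not run here. Accuracies have 95% Wilson intervals, which cover counting error only. Spans of repeated sequence were searched by comparing each window with itself shifted by 150 to 199 bases.

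Groups, the main tests, their alternatives, the gene lists and the rule for naming genes were chosen before the data were examined. The rule took the 6 windows with the smallest p in each direction, the windows picked by the study that passed the threshold or lay within 10000 bases of a gene, and the 5 promoters with the smallest p in each direction past the threshold. It also took, for each list, the members past the threshold or else the member with the smallest unadjusted p, and ESR1, ESR2, PGR, NR5A1, HOXA10 and NOTCH3 always. Genes outside this rule are marked as chosen after their values were seen. The result of 1 promoter among those is not reported here.

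The tests were tested on simulated data with the sample sizes of the study, a dispersion of 0.06 and 100 changed features per fold. Among 60000 simulated windows the likelihood ratio test recovered 44% of 1.5-fold and 73% of 2-fold changes. The quasi-likelihood test recovered 43% and 69% of them, and limma-voom 40% and 69%. Among 25549 simulated promoters the quasi-likelihood test recovered 96% of 1.5-fold and 100% of 2-fold changes, and among 32722 gene bodies it recovered 100% of both. All simulated features had the same dispersion, and no difference between code series or in CpG enrichment was simulated. These shares therefore do not give the power of the tests on the real data.

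The sample descriptions begin with letters that form 6 code series, the only label that could mark a batch. The study states that samples were collected at several institutes, and the sources used here do not link these to the code series. Alternatives were other tests (quasi-likelihood, limma-voom, DESeq2), other scalings (RLE, quantile normalization), other filters, a wider promoter of 2000 bases on each side, code series 1 alone, covariates for code series, depth or CpG enrichment, a block by sample number, and removal of 54118 windows with a mean count over 10 times the median and of assembly gaps. Centromere positions were not used in that removal. The RLE scaling, the stricter filter and the fits without single libraries reused the dispersions of all samples. Only 4 libraries were left out in turn, those with the lowest and highest CpG enrichment of each group. Single-base methylation and gene expression were not analysed here.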

Results

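The endometrium, the lining of the uterus, was profiled by MBD-seq in 42 endometriosis samples and 35 control samples. In this assay, fragments of methylated DNA are captured with a methyl-CpG binding protein and sequenced, so that a higher count in a window marks more captured methylated DNA. Total counts ranged from 12269830 to 56421989 per sample with a median of 26505354, and their difference between the groups did not pass a permutation test (p 0.616). Of 3088281 windows of 1000 bases in hg38, 2577382 had counts in enough samples to be tested, and the median over them of the mean count per sample was 4.84. The share of windows with a count ranged from 58.2% to 94.1%. Code series 1 of the sample descriptions held 29 endometriosis and 18 control samples. The 13 endometriosis and 17 control samples outside it came from different code series, apart from code series 2, which held all 17 of these controls and few endometriosis samples.

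The first comparison asked which regions of the genome differ in methylation between endometriosis and control endometrium. Signal was higher in endometriosis in 117 windows and lower in 14, by edgeR's likelihood ratio test at an adjusted p under 0.05. The balance of directions varied, with 77122 higher and 478 lower under RLE scaling and 249 higher and 176 lower in limma-voom with quantile normalization. The window with the smallest p in a gene lay in an intron of SLC24A3, an ion exchanger gene, at 20:19373001 to 19374000. It had 0.205 ± 0.119 CPM in endometriosis and 0.0866 ± 0.0620 CPM in control (SD, n = 42 and 35), a log2 fold change of 1.19 (SE 0.21, adjusted p 0.0157), and 34 of 42 endometriosis samples were above the control median. An intron of PHC3, which encodes a Polycomb group protein, was lower at 3:170127001 to 170128000. There the level was 0.333 ± 0.105 CPM against 0.504 ± 0.144 CPM, with a log2 fold change of −0.57 (SE 0.11, adjusted p 0.0356), and 39 of 42 endometriosis samples were below the control median. All 131 windows, which were chosen on the same samples, had the same sign under RLE scaling and in limma-voom with and without quantile normalization. The number of called windows was 0 without endometriosis replicate 1, 0 without control replicate 13, 12420 (4971 higher and 7449 lower) without endometriosis replicate 23 and 22833 (17072 higher and 5761 lower) without control replicate 33, and no other library was left out.

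Among the other windows named by the rule, 5 higher ones lay in intergenic sequence. The window at 13:31007001 to 31008000 had 0.430 ± 0.148 CPM against 0.262 ± 0.117 CPM and a log2 fold change of 0.71 (adjusted p 0.0157, 37 of 42 samples above the control median). The windows at 18:27741001 and 18:18904001 had log2 fold changes of 0.71 each, with 40 and 39 samples above the control median, and the window at 6:102833001 had 1.53 with 37 samples. The window at 18:17526001 had 0.76 with 35 samples. Lower windows included an exon in the promoter of RNF224 at 9:137228001 to 137229000, with a log2 fold change of −0.66 (adjusted p 0.0401, 36 of 42 samples below the control median). Introns of TMC4 at 19:54167001 (−0.63, 32 samples below) and TRPM6, a magnesium channel gene, at 9:74884001 (−0.46, 36 samples below) were also lower. So were an intron of ENSG00000275778 at 12:11128001, near the taste receptor gene TAS2R14 (−0.72, 33 samples below), and an intergenic window at 11:2027001 (−0.56, 38 samples below). The log2 fold changes of the higher windows had a median of 0.99 and reached from 0.55 to 1.97, and those of the lower windows had a median of −0.53 and reached from −0.72 to −0.39. The medians of the same windows were 0.57 and −0.33 inside code series 1 and 1.70 and −0.87 outside it.

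The number also rested on the test. The quasi-likelihood test of edgeR called 0 windows, with 473334 at an unadjusted p under 0.05 against 518719 by the likelihood ratio test, and limma-voom called 0 with 526028. Within code series 1, 28 windows were called, all lower, of which 0 were among the 131.

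The called windows were concentrated on chromosome 18. It held 20 of the 131 windows, all of them higher, or 15.3% against 2.76% of all tested windows (Fisher's exact test, odds ratio 6.34, adjusted p 3.69e-08). Of these, 17 lay between 16241001 and 20242000, and 0 of the 17 overlapped a gene. In 11 of the 17, the sequence matched itself best when shifted by 171 bases, the repeat length of alpha satellite DNA. Their summed level was 9.55 ± 2.82 CPM in endometriosis and 6.09 ± 2.01 CPM in control, 9.30 against 7.13 CPM inside code series 1 and 10.1 against 4.99 CPM outside it. No p is given for these sums, since the windows were chosen for their difference between the same samples. The sum over all 4001 tested windows of the same stretch was 2129 ± 593 CPM in endometriosis and 1712 ± 521 CPM in control (permutation test, p 0.0018), and 2079 against 1988 CPM inside code series 1 (p 0.58). The bounds of this stretch were set by the called windows, so the p over all samples may be too small. The share of called windows on chromosome 18 was 6.10% under RLE scaling and 2.35% under limma-voom with quantile normalization but 14.6% with scaling by CpG class, and without endometriosis replicate 1 or control replicate 13 no window was called on any chromosome.

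Windows with 10 to 14 CpG made up 53 of the 131 called windows, or 40.5% against 19.9% of those tested (odds ratio 2.73, adjusted p 1.91e-06). Of the 14 lower windows, 6 held 30 to 49 CpG, or 42.9% against 2.49% (odds ratio 29.4, adjusted p 1.25e-05). The median CpG number was 9 in higher windows, 22.5 in lower windows and 8 in all tested windows. Promoters held 6 of the called windows (4.58% against 2.83%, p 0.28), gene bodies 48.1% against 59.9% (adjusted p 0.0761) and intergenic sequence 47.3% against 37.2% (adjusted p 0.132). Of the 117 higher windows 53 lay in gene bodies, 45.3% against 59.9% (odds ratio 0.553, adjusted p 0.0302), and 59 in intergenic sequence, 50.4% against 37.2% (adjusted p 0.0521).

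The windows that the study's classifiers had picked were read in the same test, to see whether their signal differs between the groups. The study chose these 23 windows on the same samples, so their counts are not independent evidence. Of the 8 windows of the decision tree built after the GLM, all had negative log2 fold changes, and 2 were called, the TRPM6 intron and an intergenic window at 22:49841001 near ENSG00000260613. The latter had 1.19 ± 0.303 CPM in endometriosis against 1.56 ± 0.297 CPM in control, with a log2 fold change of −0.39 (SE 0.08, adjusted p 0.0493, 36 of 42 samples below the control median). The window of FGD3, an intron, had −0.47 (adjusted p 0.0508, 36 samples below), and the window near RASSF2, a Ras association domain gene, had −0.44 (adjusted p 0.0512, 34 samples below). The windows near TNIP2 and in SLC29A3 had −0.38 and −0.39, those of RPL37AP1 and ENSG00000240980 had −0.42 and −0.45, and their adjusted p did not pass the threshold. The values of the 8 windows were smaller in code series 1 alone, at −0.24 (TRPM6), −0.21 (22:49841001), −0.36 (FGD3), −0.25 (RASSF2), −0.13 (TNIP2), −0.34 (SLC29A3), −0.14 (RPL37AP1) and −0.12 (ENSG00000240980).

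Of the 6 windows that Biosigner picked and the decision trees did not, 18:17526001 in the chromosome 18 stretch was called higher and 11:2027001 was called lower, with 0.62 and −0.19 inside code series 1. Biosigner also picked the TRPM6 intron, 22:49841001 and 2:147728001, which are counted with the trees. The log2 fold changes of the others were 0.27 in ENSG00000290673, 0.43 near ENSG00000249742, 0.58 at 4:189277001 and 0.13 at 5:29429001. In the same order they were larger inside code series 1, at 0.31, 0.59, 0.63 and 0.46, and outside it they were 0.21, −0.04, 0.43 and −0.40. Of the 9 windows of the decision tree without the GLM, the likelihood ratio and quasi-likelihood tests each called 0, with 4 at an unadjusted p under 0.05 in each, and RLE scaling called 1. Their log2 fold changes included −0.38 near MFSD14B, −0.31 in LRRC27, −0.25 in PRDM16, −0.08 in EIF4G3 and −0.03 in ZMYM1. Inside code series 1 the value near MFSD14B was −0.07, and those of LRRC27, PRDM16, EIF4G3 and ZMYM1 were positive. The window at 22:16562001 near ENSG00000233995 had −0.00 over all samples and 0.27 inside code series 1. By the likelihood ratio test 4 of the 23 passed over all windows, 16 had an unadjusted p under 0.05, and 16 passed adjusted over the list alone. The quasi-likelihood test called 0, with 16 at an unadjusted p under 0.05, RLE scaling 13, and the likelihood ratio test without endometriosis replicate 1 called 0.

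Promoter signal was compared to ask which genes differ in methylation near their start. None of the 25549 promoters passed edgeR's quasi-likelihood test, and 4827 had an unadjusted p under 0.05, while DESeq2 called 11 promoters and edgeR's likelihood ratio test 26. Positive log2 fold changes among the calls of these other tools, chosen after their values were seen, included GLUL (glutamine synthetase, 0.80 ± 0.20, SE), LARS2 (the mitochondrial leucyl-tRNA synthetase, 0.77 ± 0.17), AMY2A (pancreatic amylase, 0.70 ± 0.15) and ANKUB1 (0.68 ± 0.15). The AMY2A promoter (1:103616001 to 103618000) had 21.3 ± 9.64 CPM in endometriosis and 12.8 ± 6.45 CPM in control (SD, n = 42 and 35), with an adjusted p of 0.0828 by the quasi-likelihood test, 0.0280 by DESeq2 and 0.0207 by the likelihood ratio test. A total of 33 of 42 endometriosis samples were above the control median, and the amylase genes are near-identical copies, so its counts are uncertain. The promoter of LBP, the lipopolysaccharide-binding protein, had 15.7 ± 4.18 CPM against 11.3 ± 3.99 CPM (0.45 ± 0.10, 40 of 42 samples above). Negative log2 fold changes among the calls of the other tools, chosen in the same way, included ENSG00000270066 (−0.30 ± 0.07), NPRL3, a subunit of the GATOR1 complex (−0.29 ± 0.07), NPM1, nucleophosmin (−0.24 ± 0.06), and ALKBH7 (−0.23 ± 0.05). In code series 1 alone the values were 0.46 for GLUL, 0.38 for LARS2, 0.41 for AMY2A, 0.27 for ANKUB1, 0.30 for LBP, −0.19 for ENSG00000270066, −0.11 for NPRL3, −0.17 for NPM1 and −0.14 for ALKBH7.

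The fixed genes did not pass. The promoter of ESR2, an oestrogen receptor, had 20.7 ± 4.13 CPM in endometriosis and 22.3 ± 4.52 CPM in control, with a log2 fold change of −0.11 (SE 0.07, adjusted p 0.394, 16 of 42 samples above the control median). NR5A1, which encodes the steroidogenic factor SF-1, had −0.10 (adjusted p 0.292, 16 samples above), and NOTCH3 had −0.14 (adjusted p 0.284, 15 samples above) with 0.04 inside code series 1. HOXA10, a regulator of endometrial receptivity, had 12.8 ± 5.42 against 11.3 ± 5.06 CPM and a log2 fold change of 0.19 (adjusted p 0.421, 24 samples above). The promoters of ESR1 and PGR had too few counts to be tested, with mean counts of 5.64 and 1.93 in endometriosis and 3.77 and 0.886 in control.

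Among the 17 gene lists, the promoters of smooth muscle markers ranked higher in endometriosis than other promoters, and those of imprinted genes ranked lower, by camera with its preset correlation. Neither list passed fry, which estimates the correlation but tests whether the list moved on balance and not against other promoters, at a p of 0.00979 (adjusted p 0.166) for smooth muscle and 0.0281 (adjusted p 0.19) for imprinted genes. All 8 tested smooth muscle promoters had positive log2 fold changes with a median of 0.23 (camera adjusted p 0.00759). CALD1, which encodes the actin-binding protein caldesmon, had 11 ± 6.13 CPM against 7.06 ± 4.12 CPM (log2 fold change 0.61 ± 0.19, SE), and MYOCD, which encodes the transcription factor myocardin, had 27.2 ± 9.15 against 22.6 ± 5.47 CPM (0.28 ± 0.10). These 2 passed adjusted over the list alone, and 31 of 42 endometriosis samples were above the control median for each. Of 33 imprinted promoters, 3 had positive log2 fold changes, and the median was −0.10 (camera adjusted p 0.000904). They included ZNF597 (−0.25 ± 0.09), H19 (−0.19 ± 0.07), PHLDA2 (−0.25 ± 0.11) and KCNQ1OT1 (−0.23 ± 0.09), of which the last 3 were chosen after their values were seen. In code series 1 alone, 4 of the 8 smooth muscle promoters and 21 of the 33 imprinted promoters had positive log2 fold changes, with camera adjusted p of 0.779 and 0.632. The values there were 0.27 for CALD1, 0.20 for MYOCD, −0.07 for ZNF597, −0.09 for H19, −0.17 for PHLDA2 and 0.05 for KCNQ1OT1. With CpG enrichment as covariate, an alternative added after the data were seen for the lists, the medians over all samples were 0.12 for smooth muscle and −0.03 for imprinted genes, with 2 of 8 and 0 of 33 promoters at an unadjusted p under 0.05.

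No other list passed camera on promoters, and none passed fry. In the list of NF-kB and Toll-like receptor signalling, 13 of 24 promoters had positive log2 fold changes, and 4 passed adjusted over the list alone. These were TIRAP (0.26 ± 0.09) and TAB3 (0.39 ± 0.12), adaptors of the pathway, on the higher side, and TNIP2, an inhibitor of NF-kB (−0.23 ± 0.06), and TAB1 (−0.15 ± 0.06) on the lower side. The TNIP2 promoter holds the window at 4:2757001 that the study picked on the same samples, so its pass is not independent evidence. In the RASSF family, RASSF5 (0.33 ± 0.12) and RASSF7 (−0.24 ± 0.10) passed adjusted over the list alone, among 4 tested members. TIRAP, TAB1, RASSF5 and TNIP2 had log2 fold changes of −0.02, 0.02, −0.07 and −0.09 inside code series 1, and TAB3 and RASSF7 had 0.15 and −0.09 there. None of the promoters of the other lists passed, over all genes or adjusted over the list alone.

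The hormone and decidualization lists showed mixed signs. In the steroid hormone list 5 of 15 promoters had positive log2 fold changes, and PGRMC1, a membrane component that binds progesterone, had the smallest p (−0.24 ± 0.09). In the decidualization list 6 of 13 were positive, and HAND2, a stromal transcription factor, had 0.38 ± 0.16. The HOX clusters had 16 of 31 positive, with HOXB1 at −0.12 ± 0.07, and the endometriosis association loci 9 of 16, with NPSR1 at 0.48 ± 0.23. HOXB1 and NPSR1 had the opposite sign inside code series 1, at 0.05 and −0.24. The DNA methylation machinery had 4 of 11 positive, with DNMT3L at −0.13 ± 0.07. The values inside code series 1 were −0.03 for PGRMC1, 0.17 for HAND2 and −0.02 for DNMT3L.

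Signalling, adhesion and cell type lists did not pass either. Notch signalling had 4 of 14 positive, with MAML1 at −0.28 ± 0.10, and Wnt signalling 15 of 22, with DKK3 at 0.25 ± 0.10. Cell adhesion and matrix remodelling had 11 of 18 positive, with MMP1, a collagenase, at 0.38 ± 0.15, and tumour suppressors 9 of 16, with HAND2 as the member with the smallest p. Epithelium markers had 7 of 22 positive, with ESRP2, an epithelial splicing regulator, at −0.15 ± 0.06, and stroma markers 4 of 7, again with HAND2. Leukocyte markers had 13 of 24 positive, with SPI1 at −0.18 ± 0.07, and endothelium markers 5 of 12, with CDH5, an endothelial cadherin, at 0.20 ± 0.09. MMP1, ESRP2 and CDH5 had log2 fold changes of −0.06, 0.06 and −0.11 inside code series 1, and MAML1, DKK3 and SPI1 had −0.17, 0.06 and −0.05 there.

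Gene bodies were compared to ask whether methylation along genes differs. None of 32722 gene bodies passed edgeR's quasi-likelihood test, at a smallest adjusted p of 0.0664, and 13110 had an unadjusted p under 0.05. DESeq2 called 3 gene bodies and edgeR's likelihood ratio test called 3. By the likelihood ratio test they were ENSG00000288903 (9:87219871 to 87277312, log2 fold change 0.11 ± 0.02, 34 of 42 samples above the control median), GOLGA8T (15:30135051 to 30148748, 0.31 ± 0.07, 37 samples above) and NUTM2D (10:87357720 to 87370695, −0.21 ± 0.05, 3 samples above), chosen after their values were seen. GOLGA8T had 4.95 ± 0.986 CPM in endometriosis against 3.96 ± 0.839 CPM in control, and NUTM2D had 16.9 ± 2.03 against 19.6 ± 3.04 CPM. GOLGA8T and NUTM2D belong to families of near-identical copies, so their counts are uncertain. The body of ESR1 had 142 ± 14.7 against 137 ± 11 CPM (0.05 ± 0.03, adjusted p 0.21, 26 samples above), and that of PGR had 9.25 ± 2.86 against 8.62 ± 2.66 CPM (0.10 ± 0.09, adjusted p 0.399, 25 samples above). The values inside code series 1 were 0.05 for ENSG00000288903, 0.14 for GOLGA8T, −0.13 for NUTM2D, −0.01 for ESR1 and −0.05 for PGR.

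Library measures were compared to ask whether the captured fraction of the genome differed between the groups. Windows poor in CpG had higher and windows rich in CpG had lower signal in endometriosis over all samples, but not inside code series 1. The median log2 fold change was 0.26 in windows with 3 to 5 CpG, 0.24 in windows with 6 to 9 CpG and −0.21 in windows with 30 to 49 CpG. These medians had the opposite sign inside code series 1, at −0.11, −0.08 and 0.08, and outside it they were 0.94, 0.86 and −0.66. RLE scaling and limma-voom kept these signs, while limma-voom with quantile normalization gave −0.06, 0.03 and −0.06 and scaling within classes of equal CpG number gave 0.09, 0.11 and −0.00. Across windows, which are not independent replicates, the log2 fold changes inside and outside code series 1 had a correlation of −0.31.

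**Figure D1:**
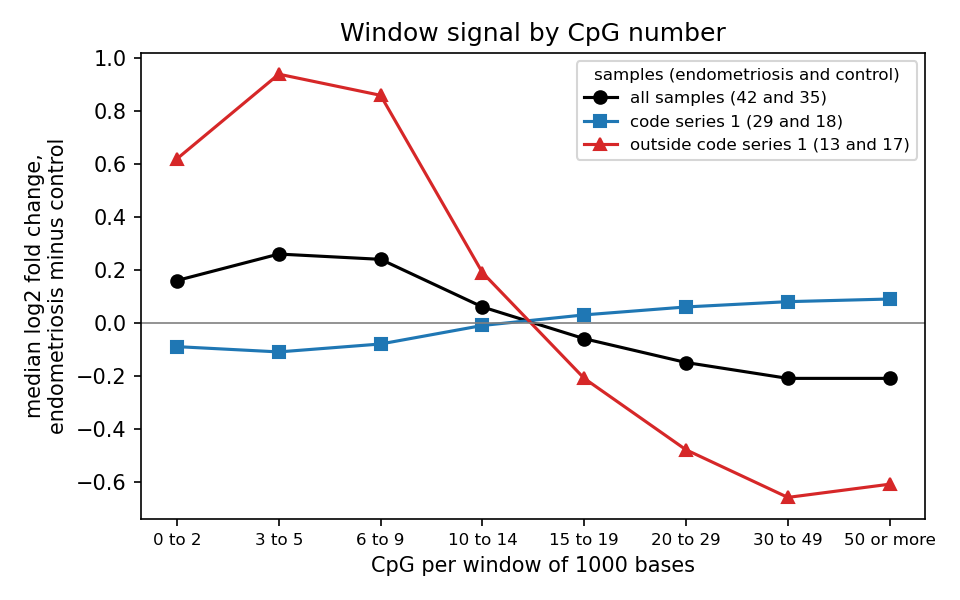
Median log2 fold change of the tested windows (vertical axis, endometriosis minus control) by the number of CpG per window of 1000 bases (horizontal axis), for all samples, code series 1 and the samples outside it. Windows with 3 to 5 CpG are at 0.26 over all samples, at −0.11 inside code series 1 and at 0.94 outside it, and under limma-voom with quantile normalization over all samples they are at −0.06.

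CpG enrichment, the ratio of signal in windows rich and poor in CpG, ranged from 7.2 to 62.9. It was 33.1 ± 14.8 in endometriosis and 39.4 ± 13.3 in control (SD, n = 42 and 35, permutation test, p 0.0567). Inside code series 1 it was 37.1 ± 14.6 against 34.1 ± 14.2 (p 0.501), and outside it 24.3 ± 11.3 against 44.9 ± 9.96 (p 3e-05). Control samples of code series 2 had a higher CpG enrichment than those of code series 1 (44.9 against 34.1, p 0.0155), and endometriosis samples of code series 3 to 6 a lower one than those of code series 1 (25.01 against 37.1, p 0.0151). The share of windows with a count was 77.1 ± 8.95% in endometriosis and 72.9 ± 8.71% in control (p 0.0456), and after adjustment over the family of library measures 0 measures passed the permutation test. The first principal component of the windows held 27% of the variance and correlated with log2 CpG enrichment (Pearson's r 0.76, permutation p 1e-05; Spearman's rho 0.79, p 1e-05). Without the 2 samples farthest from the median r was 0.77, and inside code series 1 it was 0.76.

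**Figure D2:**
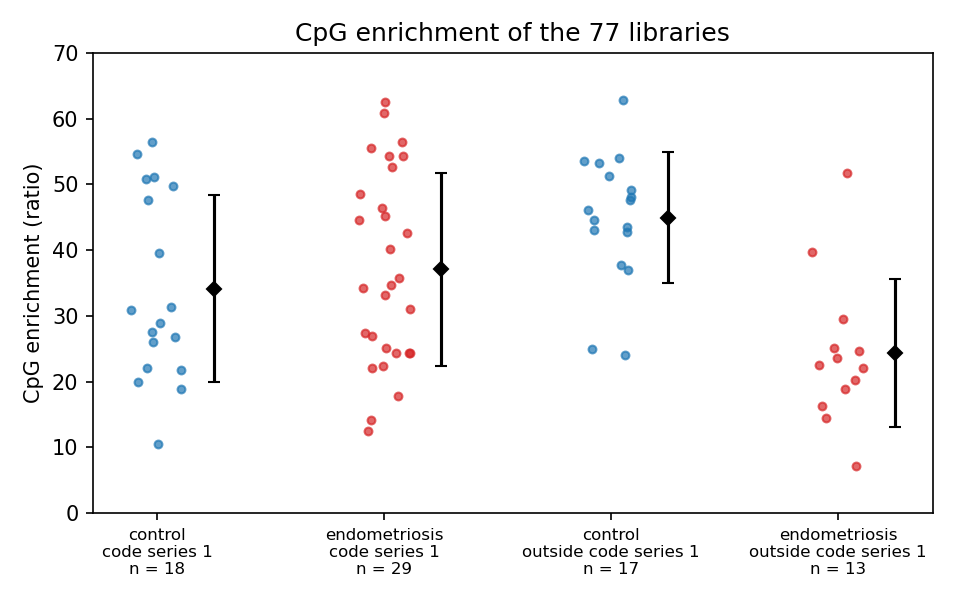
CpG enrichment of each library (vertical axis, a ratio without unit) by group and code series, where each point is a library and diamonds with bars are means with SD. Means are 37.1 in endometriosis and 34.1 in control inside code series 1, and outside it 24.3 and 44.9.

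Shares of counts per chromosome differed over all samples on 10 chromosomes after adjustment (permutation tests). The shares were higher in endometriosis on chromosomes 2, 3, 4, 5, 8 and 18 and lower on chromosomes 16, 17, 19 and 22. Without windows of high count 11 chromosomes passed, of which chromosomes 1, 9 and 13 were new, while chromosomes 2 (adjusted p 0.06109) and 16 (adjusted p 0.06382) no longer passed. Chromosome 18 had 2.55 ± 0.119% in endometriosis and 2.46 ± 0.109% in control (p 0.00104), and chromosome 19, which is rich in CpG, had 4.26 ± 0.376% against 4.48 ± 0.347% (p 0.00802). No chromosome passed inside code series 1, with 2.53% against 2.53% on chromosome 18 (p 0.906) and 4.36% against 4.31% on chromosome 19 (p 0.611). In code series 1 without windows of high count, chromosome 21 passed and was lower, at 1.535 ± 0.0270% in endometriosis and 1.56 ± 0.0213% in control (p 0.00123).

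The last comparison asked how well the methylation signal separates the groups in samples held out of training. A decision tree on the TMM-scaled values of the 131 windows called over all samples classified 60 of 77 samples correctly under leave-one-out cross-validation. This was 77.9% (95% Wilson interval 67.5% to 85.7%), with a sensitivity of 76.2% and a specificity of 80.0%. When 131 windows were chosen by a two-sample statistic on all samples, the accuracy was 75.3%, and when they were chosen inside each fold without the held-out sample it was 64.9% (53.8% to 74.7%). A random forest reached 77.9% with the called windows and 55.8% (44.7% to 66.4%) with windows chosen inside each fold, and trees on quantile-normalized counts reached 67.5% and 46.8%. The larger group made up 54.5% of the samples. With permuted labels and windows chosen on all samples, the mean accuracy was 65.3% with an SD of 11.2 percentage points, and 22 of 100 permutations reached at least the accuracy of the real labels (p 0.23). Inside code series 1, where the larger group made up 61.7%, the tree with windows chosen inside each fold reached 46.8%. Trees trained outside code series 1 classified 44.7% of its samples, and trees trained on it classified 36.7% of the others.

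**Figure D3:**
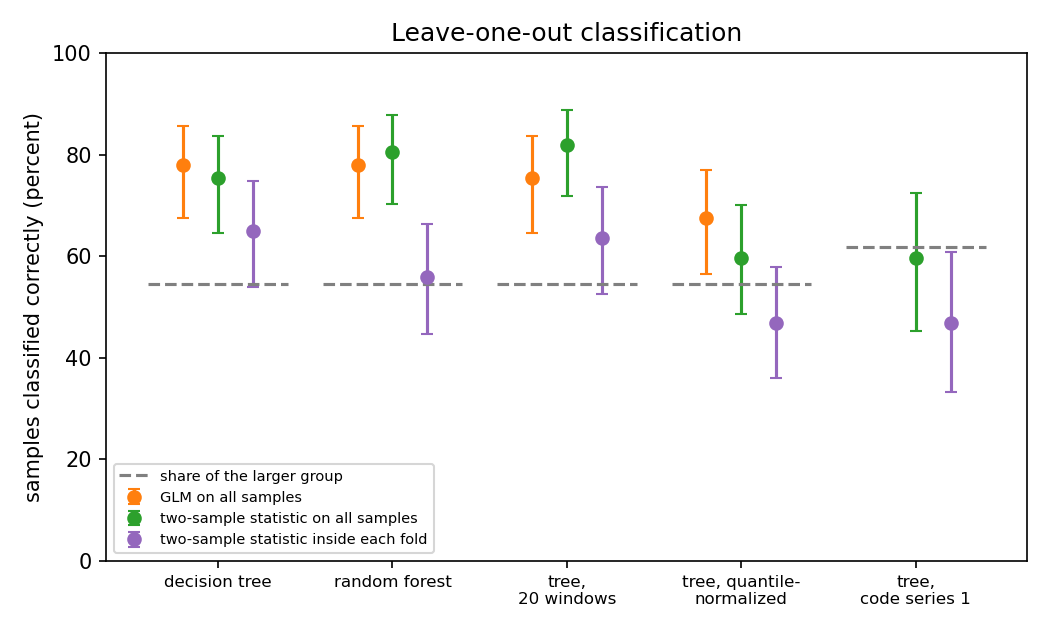
Share of samples classified correctly under leave-one-out cross-validation (vertical axis, percent) for 5 settings (horizontal axis) and 3 ways of choosing windows, with 95% Wilson intervals and the share of the larger group as dashed lines. Decision trees reach 77.9% with windows called over all samples and 64.9% with windows chosen inside each fold.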

Values the study reported

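The study counted reads in 3,088,281 regions and kept 2,577,382 of them after its filter on low counts. It reported 365 differentially methylated regions between endometriosis and control, of which 303 were hypermethylated and 62 were hypomethylated. With quantile or voom normalization and regions chosen by the GLM, its decision tree reached an accuracy of 77.9%, a sensitivity of 76.2% and a specificity of 80.0%. The tree trained here used TMM, so its equal percentages belong to another normalization. With TMM and the GLM, the setting nearest to it, the study's tree had a lower accuracy. The study's trees without the GLM had lower accuracies still. The PLSDA model of Biosigner reached an accuracy of 68.8%.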

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

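Tests of code series and CpG enrichment on the windows by CpG number, of CpG enrichment on the stretches of chromosomes 13, 14, 21 and 22, of differences between samples inside and outside code series 1 and of other splits of the samples were chosen only after the results were seen. The tests on the chromosome 18 stretch and those of the 2 farthest libraries and shared sequence on the other stretches were chosen before their results were seen, and the test without the 2 highest libraries was added afterwards.

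Several results drew attention because the difference between endometriosis and control inside code series 1 differed from that outside it, in a permutation test of the difference itself. For CpG enrichment the effect inside minus outside was 23.5 (2.93 inside and −20.6 outside). For the share of windows with a count it was −14.9 percentage points (p 0.0004). For the share of counts in the top 1 percent of windows it was 3.64 and for the share on chromosome X −0.163. For the share on chromosome Y, which tissue from women does not carry, it was 0.0445. For shares of counts in windows by CpG number it was −0.604 with 0 to 2 CpG, −3.25 with 3 to 5, −5.9 with 6 to 9, −2.55 with 10 to 14, 1.17 with 15 to 19, 5.33 with 20 to 29, 4.18 with 30 to 49 and 1.62 with 50 or more. In the chromosome 18 stretch it was −2.95 CPM for the called windows, which were chosen for their difference, and −729 CPM for all tested windows (p 0.005). In the stretches of chromosomes 13, 14, 21 and 22 it was −31 CPM for the windows called inside code series 1 and −744 CPM for all tested windows (p 0.0001 for the latter, the smallest that 10000 permutations can give). The bounds of all these stretches were set by called windows of the same samples, so their p are not free of that choice.

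The first pattern is higher signal in CpG-poor windows and lower signal in CpG-rich windows in endometriosis. A single group difference shared by all code series is argued against, because the effect on the share of counts in windows with 6 to 9 CpG differed inside and outside code series 1 (p 0.0001, the smallest the permutations can give). Whether it follows the capture of the libraries stays open. The median log2 fold change of windows with 30 to 49 CpG went from −0.22 to −0.08 in limma-voom with CpG enrichment as covariate. The enrichment is computed from windows of the same CpG numbers, so this fall cannot decide. Medians also fell in classes that the enrichment leaves out, from 0.17 to −0.00 with 3 to 5 CpG and from 0.21 to 0.06 with 6 to 9. These falls leave capture possible. The pattern may follow the code series, since the median of windows with 30 to 49 CpG was 0.08 inside code series 1. Outside code series 1 the groups lay almost wholly in different series, so disease and series cannot be told apart there, and a methylation difference in those samples stays open and untested.

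The second pattern is the higher signal of windows in the chromosome 18 stretch. When 17 windows of the stretch were chosen outside code series 1, their sum inside it was 9.07 ± 3.15 CPM in endometriosis and 8.86 ± 2.74 CPM in control (p 0.82), which is consistent with a difference between code series. Windows chosen inside code series 1 had 10.7 against 6.61 CPM outside it (p 0.0007). All 4001 tested windows of the stretch also differed outside it, at 2241 against 1421 CPM, so this result does not single out the chosen windows. Group and code series also cannot be told apart in those samples. CpG enrichment as the whole source is argued against, since the log2 difference was 0.55 with it as covariate against 0.66 without in the called windows and 0.22 (p 0.019) against 0.32 (p 0.0027) in all tested windows, although the sum of the called windows had a correlation with it of −0.53 (Spearman's rho −0.52, p 1e-05 for both; −0.55 without the 2 farthest samples, −0.41 inside code series 1). The bounds of the stretch came from called windows, so the p for all tested windows may be too small. With code series as covariate the difference was 0.46 for the called windows and 0.15 (p 0.23) for all tested windows, and a disease effect on satellite methylation stays open as an untested hypothesis.

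The third pattern is lower signal in endometriosis, inside code series 1, in windows of 4 stretches of chromosomes 13, 14, 21 and 22, with 14.8 ± 3.69 CPM against 31 ± 24.7 CPM over the 27 windows called there and 1261 ± 282 against 1534 ± 334 CPM over all 1963 tested windows (p 0.0043). A few libraries of high signal are argued against as the whole source, because all tested windows still differed without the 2 farthest libraries, 1 of each group (1280 against 1508 CPM, p 0.015), and without the 2 highest, both controls (1261 against 1481 CPM, p 0.02), although the difference over the 27 windows went from −16.3 to −8.78 CPM without the 2 highest there (14.8 against 23.5 ± 12.1), so a part of it rested on 2 control libraries. CpG enrichment is also argued against, with a correlation of −0.06 (p 0.62; Spearman's rho −0.09, p 0.44; −0.20 without the 2 farthest, 0.11 inside code series 1). The bounds of the stretches came from windows called in the same samples, so the p of their group differences may be too small. The 4 stretches may be read as 1 signal from shared sequence, since their lowest pairwise correlation across libraries was 0.99. A disease effect stays open and untested, and outside code series 1 the difference had the opposite sign (28.6 against 13.9 CPM over the 27 windows).

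Chance was tested with 24 splits of the 77 samples into groups of 42 and 35, the real one included. The real split was the 1 split with as many of 20000 drawn windows at an unadjusted p under 0.05 (4138, highest other 3336). The same held for promoters (4827, highest other 3434) and gene bodies (13110, highest other 8277). Chance alone is therefore argued against for these numbers, at this count of splits and for free regrouping only. The counts come from the same libraries, so they are not separate tests. For called windows chance stays possible, since 2 drawn windows were called in the real split and 4 in another split. The splits did not keep code series, so they say nothing of group apart from series, and inside code series 1 3.5% of windows had an unadjusted p under 0.05. The medians of the other splits were 764, 884 and 838, far below the highest, which points to a structure of the samples.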

How the results depend on the processing

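Alternatives chosen after seeing the data were the prior of 10 degrees of freedom, scaling by CpG class, the samples outside code series 1, the quasi-likelihood test in code series 1, the fits without single libraries, training across code series, the shares on chromosome 18, the medians by CpG number and all those on the stretches of chromosomes 13, 14, 18, 21 and 22, and CpG enrichment as covariate for the 2 lists. The other alternatives were planned.

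The 131 called windows became 0 with the quasi-likelihood test, 0 with limma-voom and 0 with limma-voom and a covariate for code series, log total count or CpG enrichment, with 74275 to 526028 at an unadjusted p under 0.05. They became 77600 with RLE scaling, 425 with limma-voom and quantile normalization, 434 with a prior of 10 degrees of freedom and 48 with scaling by CpG class. The median log2 fold change of all windows was 0.19 under RLE against 0.11, and 0.08 in limma-voom and −0.01 there with quantile normalization. With no filter 50 were called, as more windows were tested, and 6641 with a mean count of at least 5. Code series 1 alone gave 28 windows, or 22 with the quasi-likelihood test, and the samples outside it 1406855. Leaving out single libraries gave 0 to 22833. The share of called windows on chromosome 18 was 6.1% under RLE, 2.35% with quantile normalization, 8.53% with the prior of 10 degrees of freedom, 2.95% outside code series 1 and 0% inside it with either test. It stayed near 15.3% with no filter (14%), scaling by CpG class (14.6%), without windows of high count (16.1%) and with a mean count of at least 5 (16.9%). Of the study's windows, 0 were called with the quasi-likelihood test, 13 under RLE, 0 in code series 1, 0 with code series as covariate, 0 with the replicate block and 0 without endometriosis replicate 1. Where no cause is named, the cause was not tested.

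The sample numbers of the 2 groups belong to different donors and do not pair them. Over 35 pairs of equal number the median correlation was 0.01, from −0.31 to 0.50, with 9 over 0.1. With these numbers as a replicate block, 0 windows were called by limma-voom (411745 at an unadjusted p under 0.05), 0 promoters (4363) and 0 gene bodies (11404) by the quasi-likelihood test.

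DESeq2 called 11 promoters and 3 gene bodies, the likelihood ratio test 26 and 3, and the samples outside code series 1 gave 11617 and 22118 by the quasi-likelihood test. With CpG enrichment as covariate the samples outside code series 1 gave 336 and 1905. Every other alternative called 0 of both by the quasi-likelihood test, with 586 to 8375 promoters and 328 to 13728 gene bodies at an unadjusted p under 0.05. On promoters 0 lists passed with fry and 0 with camera in code series 1. On gene bodies 1 passed with camera, and fry passed Notch signalling (adjusted p 0.0255) and the DNA methylation machinery (0.0405). Imprinted genes had the opposite direction in code series 1 (adjusted p 0.632).

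Inside code series 1 the difference in CpG enrichment was 2.931, in windows with a count −1.859 percentage points and in the share of chromosome 19 0.05236, all of the opposite sign to all samples, and 0 chromosome shares passed over all windows, while chromosome 21 passed without windows of high count (p 0.00123). Over all samples without those windows 11 chromosome shares passed against 10, with 2 and 16 lost and 1, 9 and 13 gained. The median log2 fold change was −0.11 there for windows with 3 to 5 CpG, −0.08 with 6 to 9 and 0.08 with 30 to 49, and −0.06 with 3 to 5 CpG under quantile normalization. The accuracy with windows chosen on all samples was 59.6% in code series 1 and 59.7% with quantile normalization. With windows chosen inside each fold it was 46.8% in both, 44.7% for trees trained outside code series 1 and 36.7% for trees trained on it. For the stretches of chromosomes 13, 14, 21 and 22 the difference was 14.7 CPM outside code series 1 for the called windows, and 31.7 CPM over all samples and 471 CPM outside code series 1 for all tested windows, against negative values inside.

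Signs turned as follows, on the log2 scale. Inside code series 1 the promoters of HOXB1 (0.05), NPSR1 (−0.24), RASSF5 (−0.07), MMP1 (−0.06), ESRP2 (0.06), CDH5 (−0.11), NOTCH3 (0.04), TIRAP (−0.02), TAB1 (0.02) and KCNQ1OT1 (0.05) turned, as did the bodies of ESR1 (−0.01), PGR (−0.05), GREB1 (0.02), IGF2 (0.05), NR5A1 (0.03), NOTCH3 (0.03), HOXA10 (0.09), LRP5 (0.03), MMP26 (−0.02), RASSF5 (−0.03), NCAM1 (−0.03) and ZIC1 (−0.01). With code series as covariate HOXB1 (0.02), NPSR1 (−0.11), RASSF5 (−0.04), MMP1 (−0.01), ESRP2 (0.03), CDH5 (−0.02), NOTCH3 (0.02), TAB1 (0.01) and the bodies of IGF2 (0.02), RASSF5 (−0.01), NCAM1 (−0.02) and HOXA10 (0.07) turned. TIRAP was −0.04 with the wider promoter, and with CpG enrichment as covariate the PGR body was −0.08 and the HOXA10 body 0.01. The windows of LRRC27 (0.01), PRDM16 (0.04), ZMYM1 (0.32) and EIF4G3 (0.09) turned inside code series 1, and that near ENSG00000233995 went from −0.00 to 0.27. ZMYM1 was 0.05 under RLE, 0.31 with code series as covariate and 0.12 with scaling by CpG class, and EIF4G3 was 0.01 under RLE and 0.08 with code series as covariate. Outside code series 1 the window at 5:29429001 was −0.40 and that near ENSG00000249742 −0.04. Of 63 promoters and gene bodies followed 22 turned at least once, and of 32 windows 6. Over all alternatives 548 of 667 values of these promoters and bodies and 151 of 256 of these windows kept their direction and their side of the threshold. The cause was not tested.

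Depth limits single windows, since their median mean count was 4.84.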

Other observations

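The comparisons between code series were chosen only after the data were seen, and the list tests on gene bodies were planned. Gene bodies of endometrial epithelium markers ranked lower in endometriosis than other gene bodies, with positive log2 fold changes in 3 of 24 and a median of −0.07 (camera adjusted p 0.0376). By fry, which tests whether a list moved on balance and not against other genes, the adjusted p was 0.0539. OVOL1, an epithelial transcription factor, had −0.17 ± 0.06 (SE), with 13 of 42 samples above the control median. Inside code series 1, 13 of the 24 bodies were positive (camera adjusted p 0.775), and OVOL1 had −0.00. In Notch signalling 9 of 23 bodies were positive, and 10 passed on the lower side adjusted over the list alone (camera adjusted p 0.0709, fry adjusted p 0.0255). HES5, a Notch target, had 0.871 ± 0.323 CPM in endometriosis and 1.11 ± 0.290 CPM in control (log2 fold change −0.33 ± 0.10, 15 samples above). Within code series 1 alone, 13 of the 23 were positive and 0 passed adjusted over the list alone by the quasi-likelihood test (fry adjusted p 0.884), and HES5 had −0.15. In the DNA methylation machinery 4 of 18 were positive, with 2 higher and 10 lower adjusted over the list alone (camera adjusted p 0.0869, fry adjusted p 0.0405), and DNMT1, the maintenance methyltransferase, had 135 ± 16.8 against 146 ± 14.6 CPM (−0.12 ± 0.04, 7 samples above). Within code series 1, 13 of the 18 were positive, 0 passed adjusted over the list alone (fry adjusted p 0.884), and DNMT1 had 0.00.

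None of the single gene bodies named here passed over all genes by the quasi-likelihood test. The body of COL3A1, a fibrillar collagen of the stroma, had 3.31 ± 1.95 CPM in endometriosis and 2.13 ± 1.16 CPM in control (0.63 ± 0.18, 33 of 42 samples above the control median), and that of IGFBP1, a decidual marker, had 0.626 ± 0.439 against 0.373 ± 0.324 CPM (0.71 ± 0.24, 30 samples above). STS, steroid sulfatase, had 0.17 ± 0.04 with 37 samples above. GREB1, an oestrogen-regulated gene, had −0.09 ± 0.03 with 5 samples above, and IGF2 had −0.14 ± 0.05 with 9 samples above. Inside code series 1 the log2 fold changes were 0.05 for COL3A1, 0.00 for IGFBP1, 0.04 for STS, 0.02 for GREB1 and 0.05 for IGF2. Of the other gene bodies named by the rule, the log2 fold changes were −0.12 for NR5A1, −0.14 for NOTCH3, −0.04 for HOXA10, −0.01 for ESR2, −0.13 for LRP5, −0.15 for TNIP2, −0.19 for HOXB5 and −0.05 for PECAM1, and 0.15 for MMP26, 0.06 for RASSF5, 0.06 for NCAM1, 0.11 for CALD1 and 0.18 for ZIC1. Code series 1 alone turned the sign of 8 of these 13.

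Control samples of code series 2 and code series 1 differed from each other in 4627 promoters and 15309 gene bodies (edgeR's quasi-likelihood test, n = 17 and 18). With CpG enrichment as covariate the numbers were 280 and 3149. Endometriosis samples of code series 3 to 6 differed from those of code series 1 in 3825 promoters and 10220 gene bodies.

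The likelihood ratio test called 131 windows here, 117 higher and 14 lower. With a prior of 10 degrees of freedom for the dispersions, chosen after the data were seen, the same test called 434 windows, 360 higher and 74 lower, so the counts rest on a setting that is not given in the sources used here. Each count at the preset prior is lower than the value quoted from the study above.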
